# HOPX Plays a Critical Role in Antiretroviral Drugs Induced Epigenetic Modification and Cardiac Hypertrophy

**DOI:** 10.3390/cells10123458

**Published:** 2021-12-08

**Authors:** Shiridhar Kashyap, Maryam Rabbani, Isabela de Lima, Olena Kondrachuk, Raj Patel, Mahnoush Sophia Shafiei, Avni Mukker, Aishwarya Rajakumar, Manish Kumar Gupta

**Keywords:** cardiomyocytes, antiretroviral therapy, hypertrophy, HOPX, epigenetics, HDAC inhibitor

## Abstract

People living with HIV (PLWH) have to take an antiretroviral therapy (ART) for life and show noncommunicable illnesses such as chronic inflammation, immune activation, and multiorgan dysregulation. Recent studies suggest that long-term use of ART induces comorbid conditions and is one of the leading causes of heart failure in PLWH. However, the molecular mechanism of antiretroviral drugs (ARVs) induced heart failure is unclear. To determine the mechanism of ARVs induced cardiac dysfunction, we performed global transcriptomic profiling of ARVs treated neonatal rat ventricular cardiomyocytes in culture. Differentially expressed genes were identified by RNA-sequencing. Our data show that ARVs treatment causes upregulation of several biological functions associated with cardiotoxicity, hypertrophy, and heart failure. Global gene expression data were validated in cardiac tissue isolated from HIV patients having a history of ART. Interestingly, we found that homeodomain-only protein homeobox (HOPX) expression was significantly increased in cardiomyocytes treated with ARVs and in the heart tissue of HIV patients. Furthermore, we found that HOPX plays a crucial role in ARVs mediated cellular hypertrophy. Mechanistically, we found that HOPX plays a critical role in epigenetic regulation, through deacetylation of histone, while the HDAC inhibitor, Trichostatin A, can restore the acetylation level of histone 3 in the presence of ARVs.

## 1. Introduction

According to a recent study published by the World Health Organization, 37.7 million people are living with HIV infection globally, and almost 27.7 million people have access to antiretroviral drugs (ARVs) [1]. Due to the efficacy of antiretroviral therapy (ART), viral replication is inhibited, and the viral load becomes undetectable in the patients’ serum. However, people living with HIV (PLWH) have to commit to ARVs for the rest of their life to suppress viral reactivation [2,3]. Successful application of ART has significantly improved life expectancy in the PLWH and turned HIV from a terminal disease into a chronic disease. PLWH show an onset of non-HIV-related symptoms such as chronic inflammation, an unusual immune system, and a higher risk of cardiovascular disease (CVD) [4,5,6]. The relative risk of various CVDs in HIV patients has tripled since HIV was first reported, with a 61% increase in relative risk of CVDs, such as ischemic stroke, heart failure (HF), pulmonary hypertension, myocardial infarction, and venous thrombosis [7].

Initially, PLWH were treated with various regimens of ARVs, starting with a nucleoside reverse transcriptase inhibitor (NRTI) azidothymidine (AZT); however, in 1995, the FDA recommended the use of a combination of protease inhibitors along with NRTI, as a cocktail [8]. In the past three decades, various treatment regimens have been introduced and replaced with more effective antiretroviral drugs, including integrase inhibitors, CCR5 blockers, and antibody therapy [9]. According to a recent recommendation of the International Antiviral Society-USA panel, a cocktail of three drugs, including two nucleoside reverse transcriptase inhibitors and an integrase inhibitor, can be used to suppress viral replication [10]. However, some underdeveloped countries still use the old regime of drugs, including NRTIs and protease inhibitors, as a first-line drug for the treatment of HIV [11,12,13]. Although, ART improves the life expectancy of PLWH, the development of CVD in HIV patients is responsible for a higher mortality rate. It is estimated that 73% of HIV-infected patients will show CVD at the age of 50 by the year 2030 [14]. Recent studies suggest that ART therapy causes the induction of weight gain and fat deposition in HIV patients, leading to dysregulation of metabolism and development of metabolic disease and cardiac hypertrophy [15,16]. Additionally, it was found that 6.5% of HIV patients accessing ART therapy have abnormal cardiac structure, along with left ventricular hypertrophy [17,18]. An ongoing study with HIV, characterizing heart function on antiretroviral therapy (CHART), suggests that HIV patients under ART therapy can develop cardiac dysfunction, due to multiple complications, such as mitochondrial toxicity, endoplasmic reticulum stress, inflammation, and metabolic disease [19]. However, the underlying molecular mechanism that triggers cardiac remodeling, leading to heart failure, mostly remains unclear.

Our recent study found that ARV treatment to cardiomyocytes causes viability loss and induction of cellular hypertrophy (31). To elucidate the mechanism of ARV-mediated cardiomyocytes hypertrophy, we treated the primary cardiomyocytes with the ARVs, and global transcriptome was analyzed by RNA-sequencing (RNA-seq). Our data show that ARVs induced several pathological gene expressions, including, apoptosis, cardiomyocytes hypertrophy, fibrosis, and heart failure. Interestingly, we found that expression of a cardiac co-transcription factor, Homeodomain only-protein homeobox (HOPX), was significantly upregulated in cardiomyocytes due to ARV treatment. HOPX is an important non-DNA binding co-transcription factor that regulates cellular proliferation and development of the heart [20,21,22]. Furthermore, it was found that HOPX regulates cellular transcription through interactions with other cellular transcription factors such as serum response factor (SRF) and histone deacetylase protein (HDAC), and modulates the various stress signaling pathways, leading to cardiac hypertrophy and heart failure [23,24].

Our study found that ARVs induce differential gene expression associated with biological processes and pathways, leading to cardiac hypertrophy. Furthermore, through a loss-of-function and gain-in functional approach, we found that HOPX plays a critical role in the ARV-mediated epigenetic modification and induction of cardiomyocyte hypertrophy.

## 2. Materials and Methods

### 2.1. Cells Culture and ARVs Treatment

Animal studies were approved by the Institutional Animal Care and Use Committee of the University of Central Florida. In this study, we used neonatal rat ventricular cardiomyocytes (NRVCs). Cells were isolated from 2–3-day-old Harlan Sprague–Dawley rats (Jackson Laboratory, Bar Harbor, ME, USA), as described previously [25]. In brief, left ventricles of 2–3-day-old rat pups were isolated and digested overnight with 0.05% trypsin at 4 °C, followed by collagen treatment for 40 min at 37 °C. Cardiomyocytes were separated by pre-plating the digested cell suspension. Initially, NRVCs were grown in Minimum Essential Media α (Gibco, Grand Island, NY, USA), having 10% fetal bovine serum (FBS) and 1X anti-anti (Gibco) for 24 h. For protein isolation, cells were grown in 10 cm plates at a density of 1.5 × 10^6^ cells/plate, and for RNA isolation cells were grown in 6-well plates at a density 1 × 10^5^ cells per well. Experiments were performed with NRVCs grown in Dulbecco’s modified Eagle’s essential medium (DMEM) (Gibco) supplemented with 2% FBS, 1X anti-anti for at least 24 h. To test the effect of ARVs, NRVCs were treated with 5 µM ARVs (Ritonavir, Abacavir, Atazanavir, and Lamivudine, (Selleck Chemicals Llc., Pittsburgh, PA, USA)) for different times: 4, 12, and 24 h, according to the experimental set up. The treatment concentration of ARVs was selected according to the drug levels in the patient’s plasma [26]. For adenovirus-mediated overexpression, cells were incubated with adenovirus (1:1 pfu) in serum-free DMEM for 2 h, and then the cells were grown in DMEM with 2% FBS for the next 48 h. ARVs treatment was started after 48 h of adenovirus infection. Control cells were infected with adenoviruses encoding a green fluorescent protein (Ad-GFP) or adenovirus null (Ad-null) (Vector Biolabs, Malvern, PA, USA). For the preparation of HOPX adenovirus, mouse cDNA for Hopx (Origene, Rockville, MD, USA) gene was cloned in the pShuttle vector, and adenovirus was generated using AdEasy adenoviral vector systems (Agilent, Santa Clara, CA, USA).

### 2.2. Global Transcriptomic Profiling

For RNA isolation, cardiomyocytes were treated with ARVs and control cells were treated with DMSO in three replicate groups; total RNA was isolated using an RNeasy Mini kit (Qiagen, Germantown, MD, USA), according to the manufacturer’s instructions. RNA was quantified by Nanodrop 8000 (Thermo Fisher Scientific, Waltham, MA, USA), and RNA quality and integrity were assessed with Agilent Bioanalyzer (Agilent), and 2 μg RNA with integrity Number (RIN) >7 was subjected to RNA sequencing (Novogene, Sacramento, CA, USA). Global transcriptomic profiling was performed following a standard protocol. In brief, first and second strand synthesis was performed using a TruSeq RNA Sample Preparation Kit (Illumina, San Diego, CA, USA). cDNA fragments ~400 bp were obtained with gel electrophoresis, followed by PCR amplification. cDNA library was sequenced using Illumina’s HiSeq 2000 with four RNA-seq libraries per lane. Filtered and sequenced reads were mapped using HISAT2 algorithms, with the reference genome Rattus norvegicus release 97. The quantity of total mapped reads and the percentage of clean reads were calculated, including the quantity of multiple mapped reads and the percentage of clean reads, and the quantity of uniquely mapped reads and the percentage of clean reads. The total mapped reads of fragments larger than 70%, and multiple mapped reads or fragments no more than 10% were accepted. Transcripts were assembled using StringTie v1.3.3b. CuffCompare v2.1.1 was used to compare transcripts with default settings. In RNA-seq experiments, the gene expression level was estimated by the read count, mapped to the genome or exon. Read counts are proportional to gene expression level, gene length, and sequencing depth. Fragments per kilobase of transcript sequence per million base pairs sequenced (FPKM) is the most common method of estimating gene expression levels, which takes into consideration the effects of both sequencing depth and gene length when counting of fragments [27,28]. Differentially regulated genes for NRVC treated with ARV were identified using the DESeq2 R package [29]. Statistical routines for determining differential expression in digital gene expression data were performed using a model based on the negative binomial distribution, and the resulting *p* values were adjusted using Benjamini and Hochberg’s approach for controlling false discovery rate. Read count was adjusted using trimmed mean of M-values (TMM), then a differential expression analysis was performed using the EdgeR package. The threshold of differential expressed genes was considered padj <0.05. The raw RNA-seq data were deposited in the Gene Expression Omnibus database (accession number: GSE188210).

### 2.3. Functional Annotation

Gene ontology (GO) terms for molecular processes, cellular components, and biological processes enrichment analysis of differentially expressed genes were implemented using the clusterProfiler R package. GO terms with padj <0.05 were considered significantly enriched with differentially expressed genes [30]. Differentially expressed genes with ARVs were subjected to the ClusterProfiler R package, to test the statistical enrichment in KEGG pathways. Disease and bio-function, as well as association with cardiotoxicity, were accessed using ingenuity pathway analysis (IPA) (Qiagen).

### 2.4. RNA Isolation and Expression Analysis by Quantitative Real-Time PCR 

RNA from cardiomyocytes was isolated using an RNeasy Mini kit (Qiagen), as described in the kit manual. RNA from the cardiac tissue was isolated using TRI reagent (Sigma, St. Louis, MO, USA). RNA samples were treated with RNase-free DNase (Qiagen) to remove DNA contamination. cDNAs were synthesized with 500 ng RNA using a SuperScript III First-Strand Synthesis SuperMix reagent kit (Thermo Fisher Scientific, Waltham, Hercules, California MA, USA). Gene expression was analyzed by qRT-PCR (QuantStudio 7 Flex), using SYBR Green master mix (Thermo Fisher Scientific) with gene-specific primers. Data were normalized with GAPDH or Actin as an internal control. 

### 2.5. Protein Extraction and Western Blot Analysis

Cells were lysed with RIPA buffer (50 mM Tris-HCl pH-8.0, 150 mM NaCl, 1% IGEPAL, 12 mM sodium deoxycholate, 1% SDS) and 1× mammalian protease inhibitor (Sigma). Next, cells were sonicated for 20 s, using a 2 s on and 2 s off setting, at 25% amplitude power (Qsonica, Newtown, CT, USA). Protein extract was centrifuged at 10,000 *g* for 10 min at 4 °C, and the supernatant was collected and stored at −80 °C for future use. Protein concentration was measured using a Bicinchoninic acid assay (BCA) kit (Thermo Fisher Scientific). Protein expression was determined by Western blot. Protein samples were prepared in 1× Laemmli buffer and resolved in sodium dodecyl-sulfate polyacrylamide gel electrophoresis (SDS-PAGE) (Bio-Rad, Hercules, CA, USA). Resolved proteins were then transferred to PVDF membrane with the Trans-Blot^®^ Turbo™ transfer system (Bio-Rad). Membranes were blocked with Li-Cor blocking buffer (Intercept™ Blocking Buffer, Li-COR, Lincoln, NE, USA) for 1 h at room temperature (RT) and incubated overnight at 4 °C with primary antibody. The membranes were then probed with secondary antibody (IRDye^®^ 680, red and 800, green, Li-COR) at RT for 2 h after washing with PBST twice and PBS once. Li-Cor scanner (Li-COR) was used to scan the membrane with software Image Studio ver. 4.0 (Li-COR). The antibodies used for immunoblotting were total acetylated lysine, histone 3 (Cell signaling, Danvers, MA, USA), HOPX (Thermo Fisher Scientific), H3K9ac, H3K27ac (Abcam, Waltham, MA, USA), GAPDH, β-Actin, and HOPX (Proteintech, Rosemont, IL, USA).

### 2.6. siRNA-Mediated Knockdown of HOPX 

To knockdown HOPX expression, NRVCs were treated with siRNA (Rn01_00076610, Sigma-Aldrich, St. Louis, MO, USA) using Lipofectamine 2000 (Thermo Fisher Scientific) in optimum media (Thermo Fisher Scientific) for 3 h, and then cells were grown in 2% DMEM for 24 h. After 24 h of siRNA incubation, NRVCs were treated with ARVs or Trichostatin-A (TSA) (Cell signaling) for the next 24 h. Similarly, control cells were incubated with the negative siRNA (Thermo Fisher Scientific) and treated with ARVs and TSA. 

### 2.7. Immunofluorescence Staining

Immunocytochemistry was performed in NRVCs plated on chamber slides. Cells were fixed with 4% paraformaldehyde (PFA) for 10 min at RT. Cells were washed twice with PBS and permeabilized with 0.5% Triton X-100 for 10 min at RT. After washing twice with PBS, cells were masked with 0.1 M glycine for 30 min at RT. Blocking was performed for 1 h using blocking buffer (1% BSA, 0.1% Tween 20 in PBS). Slides were then treated with HOPX antibody (Thermo Fisher Scientific) at 1:200 dilution in blocking buffer and incubated overnight at 4 °C. After washing with PBS, cells were probed with a secondary antibody labeled with Alexa Fluor™ Goat anti-mouse 488 (Invitrogen, Waltham, MA, USA) in blocking buffer at 1:200 dilution for 2 h at RT. Cells were again blocked in blocking buffer for 1 h and incubated with the second primary antibody, HDAC2 (Active Motif, Carlsbad, CA, USA) at 1:1000 dilution for 2 h. Cells were washed with PBS and probed with Alexa Fluor™ Goat anti-mouse 594 (Invitrogen) at 1:100 dilution for 2 h. Cells were mounted with VECTASHIELD HardSet antifade mounting medium with DAPI (Vector Laboratories, Burlingame, CA, USA). Images were captured using a Keyence microscope (BZ-X800, Keyence, Osaka, Japan).

### 2.8. Immunohistochemistry

Immunohistochemistry (IHC) was performed using an ABC immunoperoxidase staining kit (Vector Laboratories, Burlingame, CA, USA). In brief, cardiac tissue sections were deparaffinized using xylene. Antigen retrieval was performed in a microwave for 20 min with 1X citrate buffer (Vector Laboratories). Endogenous peroxidase activity was prevented by treating the tissue sections with 3% hydrogen peroxide. Tissue sections were blocked with the 2.5% normal horse serum (Vector Laboratories) at RT for 1 h. Tissue sections were incubated with the HOPX primary antibody (Thermo Fisher Scientific) at 1:500 dilution for 1 h at RT. Slides were washed with the 1X TBST and incubated with biotinylated anti-rabbit antibody for 30 min and then developed with 3, 3, 0-diaminobenzidine (Dako, Santa Barbara, CA, USA). Furthermore, tissue sections were counterstained with hematoxylin. Images of the stained slides were captured using a BZ-X800 Keyence microscope (Keyence).

### 2.9. HDAC Activity Assay

HDAC activity was measured with an HDAC assay kit (Abcam), according to the manufacturer’s instructions. Nuclear protein was isolated from cardiomyocytes treated with the ARVs (5 µM) and TSA (50 nM) for 12 h, as per instructions provided in the assay kit manual. HDAC activity assay was performed by mixing assay buffer, fluoro-substrate peptide, and developer. The reaction was initiated by adding 30 μg protein lysate and incubating for 30 min in black transparent bottom 96-well-plates (Thermo Fisher Scientific). For comparison, the negative control reaction was set without enzyme or with HDAC inhibitor TSA. The positive control reaction was set with crude HDAC provided in the kit. The fluorescent intensity was measured using a spectrophotometer (Bio-Tak, Synergy 4, Winooski, VT, USA) at 350 nm excitation and 450 nm emission.

### 2.10. Data Analysis and Statistical Procedures

All the experiments were performed three times or more. Statistical analyses were performed using Prism GraphPad 8.0. The results are presented as mean ± standard deviation. An unpaired Student t-test was performed for statistical significance between the control and test groups. A *p*-value < 0.05 was considered to be significant. 

## 3. Results

### 3.1. ARVs Treatment Cause Pathological Gene Expression in Cardiomyocytes

In our previous study, we found that ARV treatment increased cardiomyocytes’ cell size and reduced cellular viability [31]. To understand the molecular mechanism of ARV-induced cellular toxicity and cardiac hypertrophy, we performed global transcriptomic expression profiling, using RNA sequencing in NRVCs treated with a cocktail of ARVs (Ritonavir, Atazanavir, Abacavir, and Lamivudine) at a concentration of 5 µM for 24 h and compared with DMSO-treated control cells. 

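NRVCs are ventricular heart muscle cells taken from newborn rats, and such cultures can hold fibroblasts, smooth muscle cells and other cells of the ventricle beside the myocytes. Ritonavir and Atazanavir inhibit the HIV protease, and Abacavir and Lamivudine are nucleoside inhibitors of the reverse transcriptase. RNA sequencing gave 3 libraries of cells treated with ARVs and 3 of cells treated with DMSO. The authors mapped the reads with HISAT2 to Rattus norvegicus release 97 and assembled transcripts with StringTie v1.3.3b. The table analysed here holds raw read counts, counts divided by the authors' size factor of each library, and FPKM, and only for the 1756 genes that passed the authors' own test. The largest adjusted p among these genes in the authors' test is 0.049992, and the adjustment corresponds to 13187 genes tested. Genes outside the table were not analysed here, and a gene that is not listed is one the authors did not call or did not test. The counts of the listed genes added up to 5871352, 5237018 and 4871069 in DMSO replicates 1, 2 and 3 and to 4739843, 5271521 and 4329218 in ARVs replicates 1, 2 and 3. The FPKM values correspond to totals of 17347680 to 22126119 counts per library, of which the listed genes took 25% to 26.6%.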

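Raw counts were scaled by TMM over the listed genes and tested with edgeR's quasi-likelihood test, adjusted by Benjamini-Hochberg over the 1751 genes that passed edgeR's filter on low counts. The listed genes had been chosen on these same libraries, so these tests give the size and the spread of each change and are not independent evidence that a gene changed. With the authors' own size factors, a choice made after the values were seen, the log2 fold changes lie lower by a median shift of -0.0958, and with median-ratio factors over the listed genes they lie higher by 0.103. For each list of genes, the split into higher and lower members was compared with that of the other called genes by a two-sided Fisher's exact test, adjusted over the 24 lists with at least 5 members in the table. This test treats genes as independent, which genes regulated together are not. Counts of list members adjusted over the list alone equal those over all tested genes, except where both are given. The paper's text gives groups of 3 replicates and does not say for the sequencing whether each came from its own cell preparation, so the p-values measure the spread between these libraries.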

RNA sequencing analysis showed that ARV treatment differentially regulates the 1756 genes (padj < 0.05) expressed in cardiomyocytes. 

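With ARVs, genes of mitosis were lower, and some genes of the antioxidant response were higher. Of 33 mitosis genes on the list, 32 were in the table and all 32 were lower with ARVs, by log2 fold changes from -1.20 to -0.58 (adjusted p = 2.1e-07 from Fisher's exact test). The lists were written before the data were examined, but after the terms of Tables S2 to S4 had been read. Table S3 has mitotic nuclear division among its downregulated terms, so the direction of the mitosis genes was not an independent finding. Its downregulated terms also hold DNA replication, oxidative phosphorylation and the tricarboxylic acid cycle. Table S2 has responses to endoplasmic reticulum stress and to oxidative stress among its upregulated terms. The directions of the lists on these processes were thus not independent findings either. Of 39 targets of NRF2, the transcription factor of the antioxidant response, 12 were in the table and all 12 were higher (adjusted p = 3.2e-04 from Fisher's exact test). Among these, Nqo1, a quinone reductase, went from 1257 ± 137 TMM-normalized counts with DMSO to 3239 ± 64.2 with ARVs (SD, n = 3 each), a log2 fold change of 1.37 (standard error 0.08, adjusted p = 2.8e-05 from edgeR's quasi-likelihood test). The gene with the smallest adjusted p was Hr, a corepressor of nuclear receptors, which went from 1072 ± 66.8 to 220.1 ± 23.3 counts (SD, n = 3 each), a log2 fold change of -2.28 (standard error 0.09, adjusted p = 6.1e-06 from edgeR's quasi-likelihood test). Of the 1751 genes tested, 1582 passed an adjusted p of 0.05 and 169 did not. With the authors' size factors, all 1751 passed. Higher genes numbered 699 with either scaling, and lower genes 883 with TMM and 1052 with the authors' size factors. TMM takes most genes as unchanged, which does not hold over genes that had all been called as changed. A listed gene that did not pass here is thus not shown to be unchanged.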

A total of 701 genes were upregulated in drug-treated cells. In contrast, 1055 gene expressions were downregulated in cardiomyocytes treated with ARVs (Supplementary Table S1). 

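The largest rises held enzymes of drug and aldehyde metabolism and genes of the interferon response. Cyp1a1, the cytochrome P450 enzyme induced through the aryl hydrocarbon receptor, went from 54.8 ± 5.04 to 272 ± 27.7 TMM-normalized counts (SD, n = 3 each), a log2 fold change of 2.31 (standard error 0.15, adjusted p = 2.9e-05 from edgeR's quasi-likelihood test). Aldh3a1, an aldehyde dehydrogenase of the same response, had a log2 fold change of 1.66 (standard error 0.16, adjusted p = 1.2e-04 from the same edgeR test). Cxcl10, an interferon-induced chemokine, rose by a log2 fold change of 1.69 (standard error 0.29) and Oasl, an interferon-induced gene, by 1.38 (standard error 0.21). The cation channel gene Trpm8 rose by 1.75 (standard error 0.38). Wbp1 had the largest rise of the genes with a mean of at least 50 counts and all ARVs libraries above all DMSO libraries, from 9.74 ± 6.32 to 117 ± 16.5 counts, a log2 fold change of 3.56 (standard error 0.35, adjusted p = 1.2e-04 from edgeR). The rises of LOC103689945 and Atn1 varied widely between the ARVs libraries. LOC103689945 had 348 counts in ARVs replicate 2 against 60.0 and 88.5 in ARVs replicates 1 and 3 (log2 fold change 2.56, standard error 0.65). Atn1 had 149, 212 and 46.6 counts in ARVs replicates 1, 2 and 3 (log2 fold change 2.23, standard error 0.49). Gatd1 rose by 1.58 (standard error 0.39). In all, 699 genes were higher with ARVs at an adjusted p under 0.05, which was 44.2% of the called genes and 56.6% with median-ratio factors. The median log2 fold change of these genes was 0.42, and 38 of them rose more than 2-fold.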

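Among the largest falls were a pump and a channel subunit of the cell membrane and a secreted BMP antagonist. Atp2b2, a calcium pump of the plasma membrane, went from 94.2 ± 15.1 to 19.5 ± 3.18 TMM-normalized counts (SD, n = 3 each), a log2 fold change of -2.27 (standard error 0.23, adjusted p = 1.4e-04 from edgeR's quasi-likelihood test). Kcne1, a subunit of the slow delayed rectifier potassium channel, had a log2 fold change of -1.72 (standard error 0.41). Grem1, which encodes the BMP antagonist gremlin 1, went from 1008 ± 202 to 320.3 ± 26.8 counts, a log2 fold change of -1.66 (standard error 0.15, adjusted p = 8.4e-05 from edgeR). The lysosomal peptide transporter gene Abcb9 had a log2 fold change of -1.74 (standard error 0.16). LOC108348083, a gene known only by this identifier, had a log2 fold change of -3.17 (standard error 0.37). This was the largest fall of the genes with a mean of at least 50 counts and all ARVs libraries below all DMSO libraries. The falls of Wscd2 (-2.14, standard error 0.44), Kbtbd11 (-1.70, standard error 0.34) and C2cd4b (-1.67, standard error 0.45) rest on counts that varied between the DMSO libraries: Wscd2 had 327, 103 and 367 counts in DMSO replicates 1, 2 and 3. The counts of LOC108348083 varied there too, at 246 ± 105 with DMSO (SD, n = 3). In all, 883 genes were lower with ARVs at an adjusted p under 0.05, with a median log2 fold change of -0.44, and 92 of them fell more than 2-fold. This count moves with the scaling: 1052 genes were lower with the authors' size factors and 536 with median-ratio factors over the listed genes.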

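Cyp1a1, Nqo1, Hr and Top2a parted the treated from the control libraries without overlap. Top2a, the topoisomerase of dividing cells, had 3224, 2969.9 and 3028 TMM-normalized counts in DMSO replicates 1, 2 and 3 and 1564, 1556 and 1506 in ARVs replicates 1, 2 and 3. Hr had 1089, 1129.5 and 999 counts with DMSO and 245, 216 and 199 with ARVs. In 1553 of the listed genes (88.4%), every ARVs library lay on the same side of every DMSO library, where chance alone gives 10%. An exact permutation test of a single gene cannot go below p = 0.1 with 3 libraries against 3. The listed genes had been called on the same libraries, so this share is higher than it would be over all genes.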

Using RNAseq data, we prepared a volcano plot (Figure 1A) to show the differentially expressed genes and a hierarchical clustering heatmap to show the transcriptomic similarity between the replicates (Figure 1B). Additionally, we generated a Pearson correlation analysis among the samples, to show the association between replicates of the study groups (Figure 1C). 

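Over the listed genes, the libraries of one treatment were more alike than libraries of different treatments. Pearson's r of log2(normalized counts + 1) lay between 0.994 and 0.995 for the 3 pairs of ARVs libraries and between 0.985 and 0.994 for the 3 pairs of DMSO libraries. Between an ARVs and a DMSO library it lay between 0.947 and 0.963 (9 pairs). Of the DMSO libraries, replicate 2 was most like the ARVs libraries, at 0.960 to 0.963. For DMSO replicate 1 the range was 0.951 to 0.954, and for DMSO replicate 3 it was 0.947 to 0.950. These are correlations across genes within pairs of libraries, genes are not independent replicates, and the genes were those chosen for differing between the groups. DMSO replicate 2 stood apart from the other DMSO libraries: its counts differed from theirs with a chi-square per degree of freedom of 29.3 and 32.0, against 5.54 between DMSO replicates 1 and 3 and 4.84 to 6.43 between ARVs libraries. The genes that set it apart include glycolysis and hypoxia-inducible genes, singled out after their values were seen. Slc16a3, a lactate exporter, had 2795 counts in DMSO replicate 2 against 5689 and 6224 in DMSO replicates 1 and 3. Egln3, an oxygen-sensing prolyl hydroxylase, had 3598 against 8466 and 9426.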

To identify biological processes affected by the ARV treatment, differentially regulated genes were analyzed using clusterProfiler v.2.3 [30]. Biological processes with a value of padj >0.05 were considered to have a significant association with ARV treatment in cardiomyocytes. 

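Some targets of p53 rose with ARVs, and so did single genes of cell death, of the interferon response and of macrophages. Of 31 p53 targets on the list, 9 were in the table, of which 8 were higher and 1 was lower (adjusted p = 0.0311 from Fisher's exact test). Among the 8, 2 genes, Gdf15 and Sesn2, are also on the list of ATF4 targets, and the split without them was not tested. Bax, which permeabilizes mitochondria in apoptosis, went from 1065 ± 53.8 to 1441 ± 17.0 TMM-normalized counts (SD, n = 3 each), a log2 fold change of 0.44 (standard error 0.06, adjusted p = 4.1e-04 from edgeR's quasi-likelihood test). Phlda3 had a log2 fold change of 0.35 (standard error 0.05). The lower member was Tigar, a fructose bisphosphatase (-0.42, standard error 0.16), named after its values were seen. Of 38 core apoptosis genes, 7 were in the table, 5 higher and 2 lower, a split that did not differ from that of the other called genes at this threshold (adjusted p = 0.328 from Fisher's exact test). Its higher members go both ways in function: Bcl2l1, which includes the anti-apoptotic form Bcl-xL, had a log2 fold change of 0.43 (standard error 0.06, adjusted p = 3.7e-04 from edgeR), and the death-associated kinase Dapk1 rose by 0.53 (standard error 0.08). The other higher members were Casp4 (0.64) and Tnfrsf12a (0.35), and the lower ones were Cycs (-0.42) and Aifm1 (-0.22), both mitochondrial proteins of the respiratory chain or its assembly. Casp4, Tnfrsf12a and Aifm1 were named after their values were seen. Tigar did not pass edgeR's test without DMSO replicate 1 or 3 or without ARVs replicate 1, 2 or 3 (adjusted p = 0.0502 to 0.133) or with median-ratio factors (adjusted p = 0.0906). Tnfrsf12a did not pass edgeR's test without DMSO replicate 1 or without ARVs replicate 2 (adjusted p = 0.056 to 0.0562). Aifm1 did not pass edgeR's test with median-ratio factors (adjusted p = 0.0672).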

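Of 45 interferon and inflammatory genes, 6 were in the table, 5 higher and 1 lower (adjusted p = 0.16 from Fisher's exact test). Rsad2 and Isg15, both induced by interferon, had a log2 fold change of 1.25 (standard error 0.21) and 1.21 (standard error 0.23), and Gbp2 had 1.07 (standard error 0.22). The lower member was the alarmin gene Il33 (-0.83, standard error 0.23), which did not pass with adjustment over the genes that the authors tested (adjusted p = 0.0683). Of 23 macrophage and leukocyte markers, 7 were in the table, 6 higher and 1 lower (adjusted p = 0.09 from Fisher's exact test, and 0.0341 with the authors' size factors). Adgre1, an adhesion receptor gene and marker of macrophages, went from 53.9 ± 11.7 to 133 ± 18.0 counts (SD, n = 3 each), a log2 fold change of 1.31 (standard error 0.20, adjusted p = 7.2e-04 from edgeR's quasi-likelihood test). The lower member was Cd74, the invariant chain of antigen presentation, at 24.2 ± 6.39 counts with DMSO and 7.88 ± 3.06 with ARVs (log2 fold change -1.58, standard error 0.39). Gbp2, Il33 and Cd74 were named after their values were seen. Of the genes that Table S2 lists under positive regulation of apoptotic process, all 51 were higher with ARVs, as were all 49 under positive regulation of locomotion and all 38 under innate immune response. Their median log2 fold changes were 0.40, 0.43 and 0.43. These terms hold only genes that the study had called higher on these libraries, so their direction is not independent evidence.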

Our analysis showed that significantly upregulated genes were linked with the biological processes associated with apoptosis, cellular movement or locomotion, cellular stress, and immune response. In contrast, downregulated genes were involved in cell division and metabolism (Figure 1D,E) (Supplementary Tables S2 and S3). These results indicate that ARV treatment modulates cellular function, through the regulation of genes associated with energy metabolism, cellular division, and cell death. 

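Genes of mitosis had a median log2 fold change of -0.78 with ARVs and genes of DNA replication one of -0.47. Genes of oxidative phosphorylation and of the tricarboxylic acid cycle had smaller medians, -0.12 and -0.18. Within the mitosis list, Prc1 and Kif11, which organize the spindle, had log2 fold changes of -0.91 (standard error 0.05) and -0.92 (standard error 0.06), and Hmmr had -1.01 (standard error 0.07). Top2a had the smallest adjusted p of the list (1.8e-05 from edgeR's quasi-likelihood test). Of 43 genes of DNA replication, 22 were in the table and all 22 were lower (adjusted p = 3.3e-05 from Fisher's exact test). This direction was not an independent finding, since Table S3, read beforehand, has DNA replication among its downregulated terms. Rrm2, a subunit of ribonucleotide reductase, went from 1763 ± 22.2 to 770.0 ± 77.9 TMM-normalized counts (SD, n = 3 each), a log2 fold change of -1.19 (standard error 0.08, adjusted p = 2.9e-05 from edgeR). Fen1 and Gmnn had log2 fold changes of -0.75 (standard error 0.11) and -0.79 (standard error 0.13).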

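Of 60 genes of oxidative phosphorylation, 28 were in the table, of which 15 were lower, none was higher and 13 did not pass the test (10 lower when adjusted over the list alone). Their split differed from that of the other genes (adjusted p = 0.00115 from Fisher's exact test). The count rests on the scaling: all 28 were lower with the authors' size factors, and 1 with median-ratio factors over the listed genes. Without ARVs replicate 2 or without ARVs replicate 3, 8 were lower. Cycs, which encodes cytochrome c, had the largest fall of the list, from 7572 ± 549.9 to 5668 ± 152 counts (SD, n = 3 each), a log2 fold change of -0.42 (standard error 0.06, adjusted p = 5.4e-04 from edgeR's quasi-likelihood test). Ndufs1, of complex I, and Cyc1, of complex III, had log2 fold changes of -0.18 (standard error 0.04) and -0.19 (standard error 0.04), and neither passed with median-ratio factors (adjusted p = 0.145 and 0.115 from edgeR). Of 26 genes of the tricarboxylic acid cycle, pyruvate entry included, 19 were in the table, 14 lower and 5 not passing the test (adjusted p = 0.00159 from Fisher's exact test). With the authors' size factors all 19 were lower, and with median-ratio factors 6. Mpc1, the mitochondrial pyruvate carrier, had a log2 fold change of -0.41 (standard error 0.06, adjusted p = 7.0e-04 from edgeR), and Sucla2 one of -0.29 (standard error 0.04). Of 28 genes of fatty acid oxidation, 5 were in the table, and Etfdh (-0.18), Etfb (-0.15) and Acaa2 (-0.21) were lower (2 when adjusted over the list alone, 5 with the authors' size factors, 0 with median-ratio factors, 1 without DMSO replicate 3 or without ARVs replicate 2). Etfb did not pass edgeR's test without DMSO replicate 2 or 3 or without ARVs replicate 2 (adjusted p = 0.0573 to 0.0797) or with median-ratio factors (adjusted p = 0.515). Acaa2 did not pass edgeR's test without DMSO replicate 1 or 3 or without ARVs replicate 1, 2 or 3 (adjusted p = 0.0666 to 0.141) or with median-ratio factors (adjusted p = 0.241). Acadvl and Lpl did not pass (-0.08 and -0.26), and were named after their values were seen. Lpl passed edgeR's test without DMSO replicate 2 (adjusted p = 1.4e-04) or with the replicate number as a block (adjusted p = 0.00585), and DESeq2's Wald test on all 6 libraries (adjusted p = 0.048).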

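Of 25 genes of glycolysis and glucose or lactate transport, 11 were in the table, 9 lower and 2 higher (adjusted p = 0.201 from Fisher's exact test). Slc2a4, the insulin-responsive glucose transporter GLUT4, had a log2 fold change of -0.81 (standard error 0.20, adjusted p = 0.00518 from edgeR's quasi-likelihood test), and the muscle enolase Eno3 one of -0.39 (standard error 0.07). The higher members were the lactate transporter Slc16a1 (0.41, standard error 0.08) and the aldolase Aldoc (0.41, standard error 0.08). Gapdh had 43146 ± 5851 counts with DMSO and 35732 ± 1283 with ARVs, a log2 fold change of -0.27 (standard error 0.09, adjusted p = 0.0204 from edgeR). DMSO replicate 2 lay near the ARVs libraries for several of these genes: Ldha had 26271 counts there, 37709 and 37625 in DMSO replicates 1 and 3 and 25259 ± 885 with ARVs. Without DMSO replicate 1, DMSO replicate 3, ARVs replicate 1 or ARVs replicate 2, 5 genes of the list were lower. Gapdh did not pass edgeR's test without DMSO replicate 1 or 3 or without ARVs replicate 1 or 2 (adjusted p = 0.0552 to 0.0785) or with median-ratio factors (adjusted p = 0.0656). Ldha did not pass edgeR's test without DMSO replicate 1 (adjusted p = 0.0517). From the terms of its upregulated and downregulated genes, the paper states that its results indicate that ARV treatment modulates cellular function through genes of energy metabolism, cell division and cell death.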

Earlier studies showed that various regimens of ARV treatment in HIV patients may accelerate cardiovascular disease, such as heart failure [32,33]. Our previous study also showed that ARV treatment induces hypertrophy in cardiomyocytes [31]. Furthermore, to investigate the association of differentially expressed genes with bio-function, disease, and cardiotoxicity, differentially expressed genes were analyzed using IPA software (Qiagen). 

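Genes of calcium handling, ion channels and cell junctions of heart muscle changed in both directions with ARVs. Of 23 calcium handling genes, 9 were in the table, 2 higher, 5 lower and 2 not passing the test (adjusted p = 0.517 from Fisher's exact test). Pln, the inhibitor of the calcium pump of the sarcoplasmic reticulum, went from 28944 ± 667 to 40194 ± 2238 TMM-normalized counts (SD, n = 3 each), a log2 fold change of 0.47 (standard error 0.05, adjusted p = 1.7e-04 from edgeR's quasi-likelihood test). Atp2a2, which encodes that pump, had 75755 ± 9658 and 60237 ± 3327 counts, a log2 fold change of -0.33 (standard error 0.09, adjusted p = 0.00828 from the same edgeR test), and did not pass with adjustment over the genes that the authors tested (adjusted p = 0.0623). Cacna1g, a T-type calcium channel gene, rose by 0.69 (standard error 0.10), and Casq1, a calsequestrin, had -0.87 (standard error 0.06). The other lower members were Cacna1s (-0.88), Itpr1 (-0.26) and Hrc (-0.25), and Jph2 (-0.14) and Trdn (-0.12) did not pass. Lower members numbered 3 with median-ratio factors and 3 without DMSO replicate 1 or 3 or without ARVs replicate 2 or 3. Hrc did not pass edgeR's test without DMSO replicate 1 or 3 or without ARVs replicate 2 or 3 (adjusted p = 0.0522 to 0.079) or with median-ratio factors (adjusted p = 0.141). Itpr1 did not pass edgeR's test without DMSO replicate 1 or 3 or without ARVs replicate 1 or 3 (adjusted p = 0.0503 to 0.084) or with median-ratio factors (adjusted p = 0.115). Cacna1s did not pass edgeR's test without ARVs replicate 2 (adjusted p = 0.0529). Jph2 passed edgeR's test without DMSO replicate 2 (adjusted p = 0.00333). Trdn passed edgeR's test with the replicate number as a block (adjusted p = 0.0442). Of 27 genes of cardiac ion channels and junctions, 15 were in the table, 7 higher, 6 lower and 2 not passing (adjusted p = 0.587 from Fisher's exact test). The pacemaker channel gene Hcn4 went from 363 ± 73.4 to 714 ± 38.1 counts (SD, n = 3 each), a log2 fold change of 0.98 (standard error 0.13, adjusted p = 4.6e-04 from edgeR). Dsg2, of desmosomes, and Cdh2, the N-cadherin, rose by 0.52 (standard error 0.08) and 0.25 (standard error 0.04). The members that did not pass include Kcnj2 (-0.50). Kcnj2 passed edgeR's test without DMSO replicate 2 (adjusted p = 3.0e-05) or with the replicate number as a block (adjusted p = 0.0209), and DESeq2's Wald test on all 6 libraries (adjusted p = 0.0319). Of 24 sarcomere genes, 7 were in the table, of which Myom2 (0.89) and Myh7 were higher, Myh6 was lower and Myl3 (-0.09), Myl4 (-0.12), Tnnc1 (-0.08) and Nexn (-0.09) did not pass (adjusted p = 0.587 from Fisher's exact test). Myl4 passed edgeR's test without ARVs replicate 1 (adjusted p = 0.0487). Cacna1s, Itpr1, Hrc and the members that did not pass were named after their values were seen.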

IPA analysis of the differentially expressed genes showed an association with cardiovascular disease, as the top-listed disease and bio-function terms (Figure 1F). 

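On a list of fetal and hypertrophy genes of heart muscle, some genes rose with ARVs and others fell. Myh7, the beta myosin heavy chain of fetal and hypertrophied rodent ventricle, went from 103818 ± 5469 to 157745 ± 1729 TMM-normalized counts (SD, n = 3 each), a log2 fold change of 0.60 (standard error 0.05, adjusted p = 6.1e-05 from edgeR's quasi-likelihood test). Myh6, the alpha myosin heavy chain that neighbours it, went from 173390 ± 27686 to 100840 ± 10698 counts, a log2 fold change of -0.78 (standard error 0.12, adjusted p = 7.1e-04 from the same edgeR test). These paralogs are alike in sequence and may share reads, and their changes have opposite signs. As Myh7 is the isoform of the hypertrophied ventricle, a fall of Myh6 does not go against a hypertrophic program. The split of the list given below counts Myh6 as a lower member all the same, so that split does not measure such a program. The natriuretic peptide genes moved apart: Nppb went from 26769 ± 3024 to 33291 ± 2006 counts, a log2 fold change of 0.31 (standard error 0.08, adjusted p = 0.0073 from edgeR), and Nppa from 303602 ± 9425 to 266088 ± 10360, a log2 fold change of -0.19 (standard error 0.05, adjusted p = 0.0055 from edgeR). The cardiac transcription factor gene Nkx2-5 rose by 0.50 (standard error 0.07), and Mef2c had -0.58 (standard error 0.08). Of 27 fetal and hypertrophy genes on the list, Hopx among them, 15 were in the table, 8 higher, 4 lower and 3 not passing the test (adjusted p = 0.221 from Fisher's exact test). The other lower member was Igf1 (-0.50, standard error 0.09), and Xirp1 (-0.10), Fhl2 (-0.11) and Myocd (-0.08) did not pass. Nppa, Nppb, Igf1, Xirp1, Fhl2 and Myocd were named after their values were seen. Nppa did not pass edgeR's test with median-ratio factors (adjusted p = 0.0859). With adjustment over the genes that the authors tested, Nppb did not pass edgeR's test (adjusted p = 0.0549, and 0.247 with the authors' size factors as well). Fhl2 passed edgeR's test without DMSO replicate 2 (adjusted p = 0.0263). Xirp1 passed edgeR's test without DMSO replicate 2 (adjusted p = 0.0215). Gata4 and Srf, transcription factors of cardiac growth, are not listed among the called genes.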

Interestingly, our data show that cardiac enlargement was the most significantly enriched cardiotoxicity term associated with differentially expressed genes (Figure 1G). Considering our investigation of ARV treatment promoting cardiomyocyte cell size [31] by cardiotoxicity analysis, we aimed, in this study, to investigate the role of genes related to cardiac hypertrophy in our data set. 

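Of the genes of enlargement of the heart in Table S4 that were used here, more were lower than higher with ARVs, in about the proportion of all called genes. Over the terms of at least 10 genes whose gene lists are complete in that table, 82 of 83 genes were found in the table of counts, of which 28 were higher, 40 lower and 14 did not pass the test. Over the whole table 699 were higher and 883 lower. Table S4 gives 135 genes for enlargement of heart, more than were used. With the authors' size factors 28 were higher and 54 lower, and with median-ratio factors 28 and 29. Under hypertrophy of cardiomyocytes, 7 of 24 genes were higher and 13 lower, and under enlargement of heart chamber 13 of 43 were higher and 25 lower. For dilated cardiomyopathy, 8 of 17 genes were higher and 3 lower for the familial, 9 of 24 and 7 for the primary and 6 of 10 and 3 for the dominant form, and with the authors' size factors 8 and 9, 9 and 15, and 6 and 4; the medians were -0.08, -0.09 and 0.38 on the log2 scale, and the terms were not tested against each other. The GO term cardiac muscle hypertrophy appears among both the upregulated and the downregulated terms (Tables S2 and S3), and of its 23 genes 10 were higher, 11 lower and 2 did not pass. The study drew these genes from those it had called on the same libraries, so their changes are not independent evidence. The gene lists of the 3 largest terms of Table S4 end before their last gene and were not used.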

The IPA-mediated cardiotoxicity analysis showed that ARV treatment in cardiomyocytes causes differential expression of 135 and 73 genes associated with cardiac enlargement and hypertrophic processes (Supplementary Table S4). 

### 3.2. HOPX Is Upregulated in Cardiomyocytes and in Cardiac Tissue of HIV Patients after ARV Treatment

Our data show that ARV treatment upregulates the expression of genes involved in cellular stress signals in cardiomyocytes (Figure 1D,G), and cellular stress is reported to be associated with cardiac hypertrophy [34]. Furthermore, to validate the expression of hypertrophy-related gene expression in ARVs treated cardiomyocytes, we selected Hopx, Ackr3, and P2rx4 genes, based on their significance and the relatedness to their role in cardiac hypertrophy. 

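Targets of ATF4, the transcription factor of amino acid and endoplasmic reticulum stress, were higher with 1 exception among those in the table, and the NRF2 targets that rose include ferritin and glutathione enzymes. Of 31 ATF4 targets, 17 were in the table, 16 higher and 1 lower (adjusted p = 1.5e-04 from Fisher's exact test). The list was written after response to endoplasmic reticulum stress had been read among the upregulated terms of Table S2. Gdf15, a secreted stress cytokine that is also on the p53 list, went from 449 ± 48.4 to 899 ± 60.8 TMM-normalized counts (SD, n = 3 each), a log2 fold change of 1.00 (standard error 0.09, adjusted p = 9.2e-05 from edgeR's quasi-likelihood test). The glutamine transporter gene Slc1a5 had a log2 fold change of 0.63 (standard error 0.06, adjusted p = 1.4e-04 from the same edgeR test), and Slc3a2, the heavy chain of amino acid exchangers, and Sesn2, an inhibitor of mTORC1, rose by 0.49 (standard error 0.05) and 0.49 (standard error 0.06). The lower member was the lipoprotein receptor gene Vldlr (-0.34, standard error 0.11), named after its values were seen. Vldlr did not pass edgeR's test without DMSO replicate 1 or 3 or without ARVs replicate 1 or 2 (adjusted p = 0.0529 to 0.0662). Of 35 genes of the unfolded protein response, 8 were in the table, 7 higher and 1 lower (adjusted p = 0.055 from Fisher's exact test, and 0.0181 with the authors' size factors). Atf6, a sensor of the endoplasmic reticulum, rose by 0.39 (standard error 0.05), Creb3l1 by 0.79 (standard error 0.06) and Trib3 by 0.60 (standard error 0.09), and the chaperone gene Dnajb11 had -0.46 (standard error 0.06). Among the NRF2 targets, Ftl1, the ferritin light chain, went from 5918 ± 122 to 8712 ± 332 counts (SD, n = 3 each), a log2 fold change of 0.56 (standard error 0.05, adjusted p = 6.2e-05 from edgeR). The glutathione transferases Gstp1 and Gstm2 rose by 0.67 (standard error 0.06) and 0.51 (standard error 0.05), and Gstm2 may share reads with its paralogs.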

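All 3 genes were higher in every ARVs library than in every DMSO library (exact permutation test, two-sided p = 0.1 for each, the smallest p that 3 libraries against 3 allow). Hopx encodes a homeodomain-only protein that binds no DNA itself and lies on chromosome 14 of the rat genome of release 97, from 33354807 to 33362551 on the plus strand. It went from 417 ± 43.8 TMM-normalized counts with DMSO to 660.3 ± 73.9 with ARVs (SD, n = 3 each), a log2 fold change of 0.66 (standard error 0.11, adjusted p = 8.8e-04 from edgeR's quasi-likelihood test). Ackr3 encodes an atypical chemokine receptor and lies on chromosome 9 from 97355924 to 97367445 on the plus strand. Its counts went from 122 ± 15.2 to 217 ± 39.3 (SD, n = 3 each), a log2 fold change of 0.83 (standard error 0.17, adjusted p = 0.00244 from the same edgeR test). P2rx4 encodes an ATP-gated cation channel and lies on chromosome 12 from 39308025 to 39325673 on the minus strand. Its counts went from 304 ± 6.26 to 421 ± 18.0 (SD, n = 3 each), a log2 fold change of 0.47 (standard error 0.08, adjusted p = 0.0011 from the same edgeR test). With the authors' size factors the log2 fold changes were 0.57 for Hopx, 0.73 for Ackr3 and 0.37 for P2rx4. Of the other genes the paper names, Hdac2 and Actb are not listed among the called genes.

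**Figure D1:**
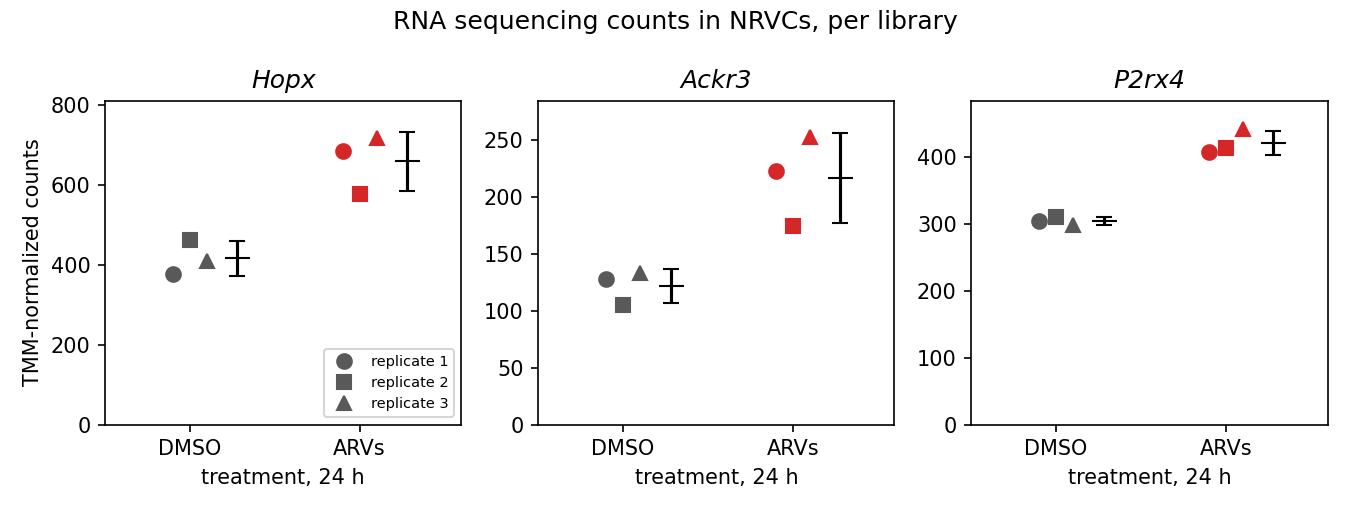
TMM-normalized counts (y axis) of Hopx, Ackr3 and P2rx4 in each DMSO and ARVs library (x axis), with the replicates as circles, squares and triangles. Horizontal marks with bars give the mean and SD of 3 libraries, and for each gene the ARVs libraries lie above the DMSO libraries, for Hopx at 686, 577 and 718 against 377, 464 and 411 counts.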

RNA sequencing results were validated using qRT-PCR, using gene-specific primers (Supplementary Table S5). Our data show that the expression of Hopx, Ackr3, and P2rx4 genes was significantly upregulated in drugs-treated cardiomyocytes (Figure 2A). Furthermore, we selected the Hopx gene to determine its role in ARVs induced cellular hypertrophy. We treated the NRVCs with the ARVs for 24 h, and the expression of HOPX protein was determined by Western blotting. Consistent with the qRT-PCR data, the expression of HOPX protein was significantly upregulated in ARV-treated cells (Figure 2B,C). Furthermore, RNA sequencing data were validated with heart tissues collected from ARV-treated HIV patients (Supplementary Table S6). Consistent with the in vitro data, our qRT-PCR data show that HIV patients have a significantly increased expression of *HOPX*, *ACKR3*, and *P2RX4* genes (Figure 2D). We also analyzed the expression of HOPX protein in the cardiac tissue by Western blotting. Our Western blot analysis showed that the HOPX expression was significantly increased in HIV patients compared to healthy controls (Figure 2E,F). 

### 3.3. HOPX Differentially Localized in the ART-Treated Cardiac Tissue

We performed immunohistochemistry to detect the localization of HOPX protein in the cardiomyocytes of HIV patients on ART. Representative images show the localization of HOPX protein in the cytoplasm, as well as in the nucleus of the cardiac tissue. Interestingly, microscopy images also show that the distribution of HOPX protein in cardiac tissue of HIV patients was more concentrated in the nucleus compared to the healthy controls (Figure 3A,B). Taken together, our data show that the ARVs modulate the HOPX expression in cardiomyocytes, as well as in human heart tissue treated with ART.

### 3.4. HOPX Regulates Cardiomyocyte Hypertrophy 

An earlier study shows that HOPX plays an important role in cardiomyocytes proliferation and carcinogenesis through tuning the function of cardiac-specific transcription factor GATA4 [24]. Additionally, in our study, we found that ARV-treatment promotes the expression of HOPX in cardiomyocytes, as well as in the cardiac tissue of HIV patients on ART treatment (Figure 2). Therefore, we tested the role of HOPX in cardiomyocyte cell size. We used gain-in and loss-of functional approaches, using adenovirus and siRNA to determine the role of HOPX in cardiomyocyte cell size. Rat cardiomyocytes were infected with Ad-HOPX or Ad-GFP for 48 h and then treated with ARVs or DMSO for another 24 h. Expression of HOPX protein was detected by Western blotting (Figure 4A), and cell size was determined by immunocytochemistry. Adenovirus infected cardiomyocytes showed significantly increased HOPX expression level, as well as a cardiomyocyte cell size similar to ARV-treated cardiomyocytes (Figure 4B,C). Interestingly, our data show that ARVs treatment further increases the size of HOPX-overexpressing cells, which suggests that HOPX and ARV treatments have a synergistic effect on cardiomyocyte cell size (Figure 4B,C). Conversely, we found that cardiomyocytes treated with HOPX-siRNA did not increase the size of ARV-treated cardiomyocytes (Figure 4D–F). Our results suggest that HOPX plays an important role in the ARV-mediated regulation of cardiomyocytes hypertrophy.

### 3.5. HOPX Is Critically Involved in Epigenetic Modification of Histone 3 during ARV Treatment

It has been reported that HOPX physically interacts with the HDAC2 and regulates the acetylation level of histone 3 at the promoter region of cardiac-specific transcriptional factor GATA4, as well as inhibiting the expression of anti-hypertrophy genes [24]. Since we found that HOPX expression was increased in ARV-treated cells, we determined the total cellular lysine acetylation level of cardiomyocytes after drug treatment by Western blotting. Our Western blot data analysis shows that drug treatment significantly reduced the total cellular lysine acetylation (Figure 5A,B). In our previous study, we found that ARV-treatment regulates the epigenetic modifications of histone 3, through regulation of the acetylation at H3K9 and H3K27. In this study, we investigated the role of HOPX in ARV-induced deacetylation at H3K9 and H3K27. Interestingly, overexpression of HOPX significantly reduces the acetylation level at H3K9 and H3K27, similarly to ARV-treated cells (Figure 5A,B). Since HOPX promotes deacetylation through interaction with HDAC2, we then tested whether TSA, a pharmaceutical inhibitor of HDAC, could restore the acetylation level of cells in the presence of ARVs. Interestingly, our data show that TSA can restore total cellular lysine acetylation, as well as acetylation of H3K9 and H3K27 (Figure 5A,B). Furthermore, we performed immunocytochemistry in rat cardiomyocytes treated with ARVs, to detect the localization of HOPX and HDAC2 during ARV treatment and TSA-mediated HDAC inhibition. Representative images show that HDAC protein co-localizes with HOPX and drug treatment causes increased accumulation of HOPX in and around the nucleus (Figure 5C). Furthermore, we found that TSA treatment can reverse the effect of ARV-mediated HOPX accumulation in cardiomyocytes (Figure 5C). Since HOPX forms a functional complex with HDAC2, we performed a biochemical assay to determine the HDAC activity in cardiomyocytes overexpressing HOPX and treated with ARVs. The HDAC activity assay showed that HOPX overexpression and ARV treatment promotes the HDAC activity in cardiomyocytes, which are blunted in the presence of HDAC inhibitor TSA (Figure 5D). 

### 3.6. HOPX Is Important to Maintain an Optimum Acetylation Level in the Histone 3 

We also analyzed the total cellular acetylation in cardiomyocytes treated with HOPX-siRNA. Our Western blot data show that loss in HOPX expression causes deacetylation of total cellular lysine, as well as deacetylation at H3K9 and H3K27. Decreased acetylation of siRNA-treated cells may be due to increased competitive binding of HOPX and HDAC2 or upregulation of other deacetylase enzymes. However, loss in HOPX expression level in TSA-treated cardiomyocytes can increase total cellular lysine acetylation and acetylation level at H3K9 and H3K27 (Figure 6A,B). We believe that TSA interferes with the functional enzyme complex of HDAC2 and HOPX, which results in increased cellular acetylation levels in HOPX-knockdown cells. In addition, the HDAC activity assay showed that siRNA-mediated knockdown of HOPX increases the HDAC activity in cardiomyocytes (Figure 6C). Taken together, our data show that HOPX may be a critical regulator of ARV-mediated epigenetic modification in cardiomyocytes. 

## 4. Discussion

Coronary heart disease, atherosclerosis, stroke, and myocardial infarction, in combination or alone, cause major CVDs in HIV+ patients and are responsible for the induction of comorbidity. However, the molecular and cellular mechanisms associated with ARV-induced cardiotoxicity and dysfunction remain unclear. In our previous study, we found that ARVs treatment reduces cellular viability, increases cellular oxidative stress, and promotes cellular hypertrophy. Additionally, we found that ARVs act as a transcriptional suppressor, through epigenetic modification of histone 3 in cardiomyocytes [31]. Our previous results prompted us to discover the mechanism of ARV-induced changes in cardiomyocyte viability and hypertrophy. To find out the mechanism, we treated cardiomyocytes with ARVs, and the global gene expression profile was determined using an RNA-seq experiment. Analysis of the RNA-seq data shows that several biological processes related to cell death, cell proliferation, cellular stress, and immune response were upregulated in the drug-treated cells, whereas biological processes such as cell division and energy metabolism were downregulated in the cardiomyocytes treated with ARVs. Furthermore, the analysis of differentially expressed genes shows that major transcriptional changes in the cardiomyocytes are associated with cardiotoxicity, through cardiac enlargement or hypertrophy. Several studies were performed to determine the cause of functional and structural cardiac abnormalities in HIV patients having ART [35,36,37,38,39]. Echocardiography data analysis of first-line active antiretroviral therapy patients shows that left ventricular hypertrophy and left atrial enlargement are prevalent in PLWH [35]. Additionally, it was reported that increased left ventricular mass or cardiac enlargement is associated with the use of the protease inhibitor in the cocktail of ART [38]. Our in vitro study also found that ARV-treatment promotes the gene expression associated with cardiomyocyte cell size and hypertrophy.

Since we found that cardiac enlargement was the topmost cardiotoxicity term in the RNA-seq data analysis, we validated the RNA-seq data through expression analysis of the cardiac enlargement-associated genes found to be upregulated in the ARV-treated cardiomyocytes. Our qRT-PCR data show that expression of the hypertrophy-related genes Hopx, P2rx4, and Ackr3 was significantly upregulated in ARV-treated cardiomyocytes, as well as in the cardiac tissue of HIV patients who have a history of ART. Additionally, our data also show that HOPX protein expression and distribution were significantly altered in the cardiac cells of HIV patients. Therefore, we studied the role of HOPX in ARV-mediated cardiomyocyte structure and function. 

HOPX is an atypical homeodomain-containing protein that lacks a DNA binding domain. Earlier studies show that HOPX plays a critical role in cardiac development. It acts as a co-suppressor, through interactions with several chromatin-modifying enzymes, including HDAC2. A study performed using the Hopx knockout mouse model suggests that HOPX plays a critical role in lysine deacetylation, through interaction with the deacetylase enzymes, and is important for the proper recruitment of the deacetylase enzymes with the promoter [24,40]. We evaluated the role of HOPX in cardiomyocytes, through overexpression and knockdown. Our data show that expression of HOPX significantly upregulates the cardiomyocyte hypertrophy, whereas silencing the HOPX expression causes a reduction in cell size. Furthermore, we found that ARV-treatment causes a significant increase in the cell size of HOPX-expressing cells. This finding suggests that HOPX is an important factor in the determination of cell size of differentiated cardiomyocytes during stress conditions. Similarly, a previous study suggested that HOPX forms a complex with HDAC and inhibits cardiomyocyte proliferation, through antagonizing the SRF-mediated gene transcription [41,42,43]. Since we found that ARV treatment causes a significant reduction of cellular acetylation, we evaluated the role of HOPX in ARV-mediated changes in histone 3 acetylation. Interestingly, our data show that ARV treatment, alone or ARVs with HOPX overexpression, significantly reduces the acetylation of histone protein. Furthermore, we found that HOPX causes a significant reduction of acetylation at H3K9 and H3K27. It is believed that H3K9ac and H3K27ac are the active histone markers, and the reduction of acetylation causes significant transcription repression. Our study also shows that ARVs treatment causes a significant increase in co-localization of HOPX and HDAC, which may be responsible for the ARV-mediated reduction of acetylation in H3K9 and H3K27. Furthermore, our data show that the use of the HDAC inhibitor TSA, in the presence of ARVs, preserves the total acetylation of histone and acetylation of H3K9 and H3K27.

In summary, we attempted to understand the molecular mechanism of cardiac hypertrophy during ARV treatment. We found that several hypertrophy-related gene expressions were significantly upregulated due to ARV treatment. Additionally, we identified that the expression of a cardiac-specific transcription factor HOPX was upregulated due to drug-mediated cellular stress. HOPX acts as a transcriptional suppressor, which regulates the expression of various anti-hypertrophy genes, through interaction with the deacetylase enzyme HDAC [40]. HOPX interaction with HDAC may also be responsible for ARV-induced epigenetic modification and suppression of gene transcription. 

## 5. Conclusions

HOPX may play a critical role in ARV-induced epigenetic modification, as well as cardiac hypertrophy, through interacting and modulating the function of HDAC. Thus, TSA could be used as a potential therapeutic agent to treat cardiac hypertrophy in PLWH.

## Figures and Tables

**Figure 1:**
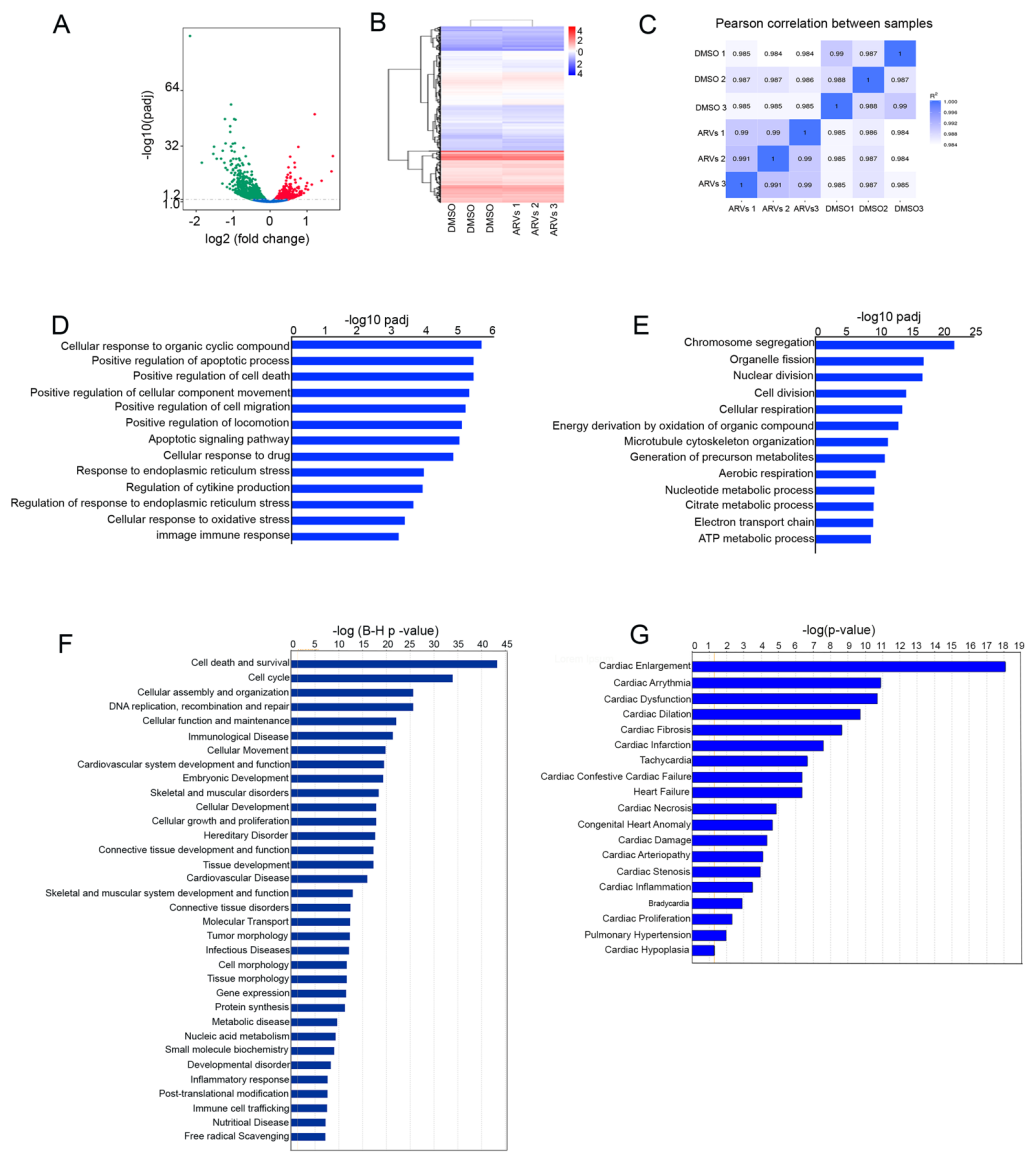
RNA sequencing analysis reveals that ARV treatment causes differential gene expression in cardiomyocytes. NRVCs were treated with a combination of ARVs (Ritonavir, Abacavir, Atazanavir Lamivudine (5 µM), and control cells were treated with DMSO for 24 h in groups of three replicates (n = 3), and total RNA sequencing was performed on the Illumina platform. ARVs treatment differentially regulates the expression of 1756 genes in cardiomyocytes. (**A**) Volcano plot shows differentially expressed genes (padj <0.05) using log2 (fold change) against-log10 (padi). (**B**) Hierarchical clustering and heatmap of differentially expressed genes show the expression level of genes in each replicate. Red color indicates genes with high expression levels, whereas blue color indicates genes with low expression levels. (**C**) Pearson correlation analysis between replicates shows a correlation coefficient between and among the replicates. The color from light to dark blue represents the increasing value of R^2^. (**D**) Differentially expressed genes were subjected to functional enrichment analysis on ClusterProfiler v2.4.3. The graph shows the relation of differentially expressed genes with biological processes. Gene ontology (GO) terms with padj < 0.05 were accepted as significant enrichment. (**E**) The graph shows downregulated biological processes during ARV treatment in cardiomyocytes. (**F**) The graph shows that the differentially expressed genes at IPA and the significance of enrichment were padj <0.05. Differentially expressed genes enriched with various disease and bio-function terms, including the cardiovascular system, development, and cardiovascular disease. (**G**) Cardiotoxicity analysis by IPA showed that the cardiac enlargement term was the top toxicity group among the differentially expressed genes in cardiomyocytes.

**Figure 2:**
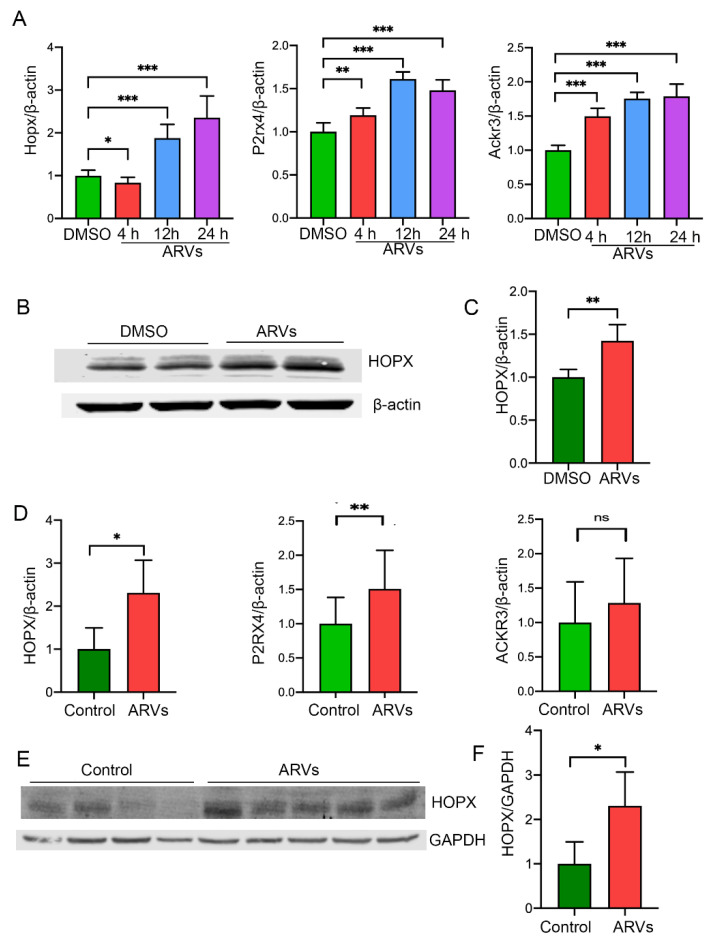
ARV treatment promotes HOPX expression in cardiomyocytes and human cardiac tissue. NRVCs were treated with 5 uM ARVs (combination of Ritonavir, Atazanavir, Abacavir, and Lamivudine) for 4, 12, and 24 h and the expression of transgenes was estimated by qRT-PCR. The expression of drug-treated cells was compared with DMSO-treated control cells. Fold change of expression was calculated against internal control β-Actin. Values are presented as means ±SDs from three biological replicates and two technical replicates each time. (**A**) Graphs show that expression of Hopx, Ackr3, and P2rx4 genes was significantly upregulated in ARVs treated cells. (**B**,**C**) Cells were treated with ARVs for 24 h, and Western blot was performed with HOPX antibody. The graph shows a quantification of the Western blot image. β-Actin was used as a loading control. (**D**) Graphs show mRNA expression of *ACKR3*, *HOPX*, and *P2RX4* genes in ART-treated heart tissue collected from HIV-positive patients (n = 8). For comparison, we included healthy controls (n = 8). (**E**,**F**) To check the expression of HOPX protein in ART-treated cardiac tissue of HIV patients, Western blot was performed. Western blot images show the increased protein level of HOPX in ART-treated tissue. The graph shows a quantification analysis of Western blot against internal control GAPDH. (*p*-value, ns = not significant; *, <0.05; **, <0.01; ***, <0.001).

**Figure 3:**
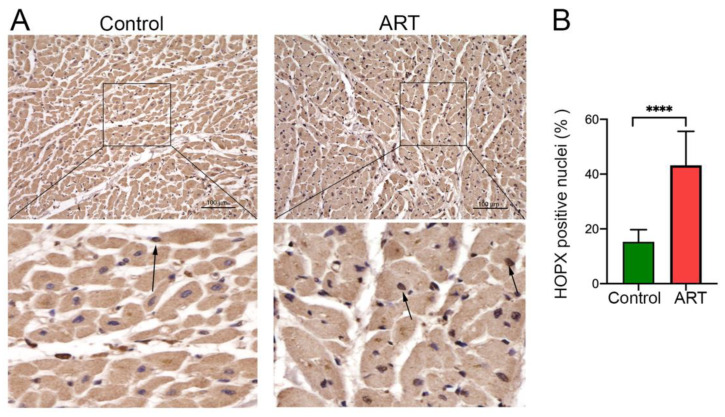
ARVs induce the accumulation of HOPX protein in the nucleus of cardiomyocytes. (**A**) Immunohistochemistry was performed in human heart tissue of HIV patients (n = 7) and healthy controls (n = 8) using HOPX antibody. The brown color represents the HOPX staining. (**B**) Graph showing percentage of brown HOPX nucleus distribution in cardiomyocytes compared to healthy controls (*p*-value ****, <0.0001).

**Figure 4:**
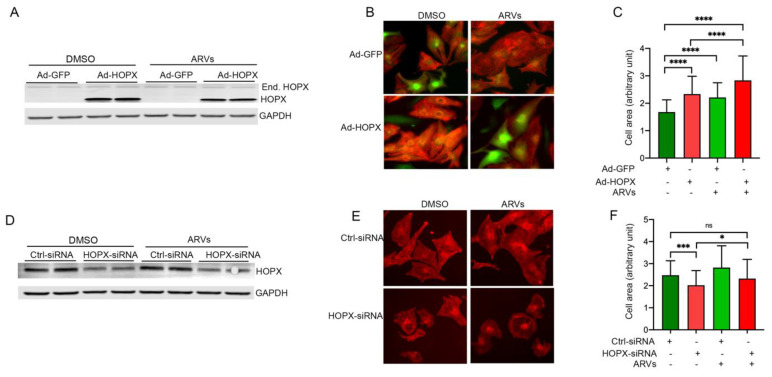
HOPX regulates ARV-induced cardiomyocytes hypertrophy. NRVCs were infected with HOPX adenovirus and treated with ARVs or DMSO for 24 h. Cardiomyocytes infected with Ad-GFP were used as control cells. (**A**) Western blot image showing HOPX protein expression in adenovirus-treated cardiomyocytes. (**B**) NRVCs were infected with Ad-HOPX or Ad-GFP and incubated for 48 h, and then treated with ARVs or DMSO for 24 h. Cells were fixed with 4% PFA and immunocytochemistry was performed with actinin antibody, and nuclei were counterstained with DAPI. Representative microscopy images showing cardiomyocytes after Ad-HOPX and ARVs treatment. (**C**) The graph shows the quantification of cardiomyocyte cell size. Cell size was determined using ImageJ software (n = 100). To knockdown the expression of HOPX in cardiomyocytes, NRVCs were treated with HOPX-siRNA or control-siRNA for 24 h, and then cells were treated with ARVs or DMSO for 24 h. Proteins were isolated for the Western blot, or cells were fixed for the microscopy. (**D**) Western blot images show a decrease in HOPX expression level in HOPX-siRNA transfected cells compared to control siRNA. (**E**) Representative microscopy images show cardiomyocytes treated with HOPX-siRNA and ARVs. Cells were stained with actinin antibody. (**F**) The graph shows the quantification of cardiomyocyte cell size. Cell size was measured using Image J software (n = 100). (*p*-value = ns, not significant; *, <0.05; ***, <0.001; ****, <0.0001).

**Figure 5:**
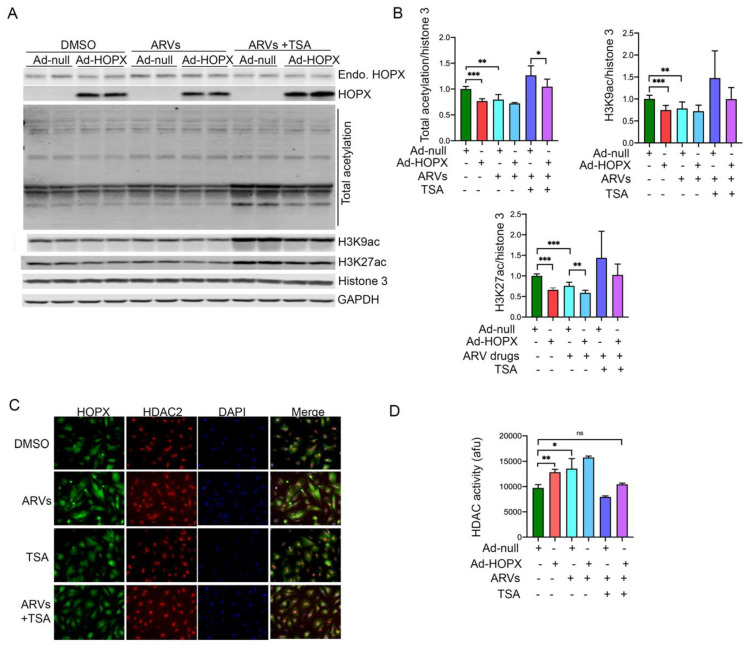
HOPX regulates ARV-mediated epigenetic modification of histone 3. ARV treatment in cardiomyocytes reduces total acetylated lysine level, as well as acetylation of histone 3 at K27 and K9. Cardiomyocytes were transduced with Ad-HOPX for 48 h and treated with ARVs, alone or in a combination with TSA (50 nM), for another 24 h. Control cells were transduced with Ad-null treated with ARVs or DMSO. (**A**) Western blot images show the expression of HOPX, total lysine acetylation, and acetylation at H3K9 and H3K27. (**B**) Graphs show quantification of Western blot images (*, *p*-value <0.05; **, <0.01; ***, <0.001). Values are presented as means ±SDs from three biological replicates and two technical replicates each time. (**C**) NRVCs were treated with ARVs or TSA for 24 h and fixed with 4% PFA. Cells were stained with HOPX and HDAC2 antibodies, and nuclei were counterstained with DAPI. Representative microscopic images of cardiomyocyte show localization of HOPX (Green), HDAC2 (Red), and nucleus (DAPI). (**D**) NRVCs were transduced with the Ad-HOPX or Ad-null and treated with the ARVs and TSA or DMSO. HDAC activity was determined using the protein lysate. Graph showing the deacetylase activity of HDAC. (*p*-value, ns = not significant; *, <0.05; **, <0.01; ***, <0.001).

**Figure 6:**
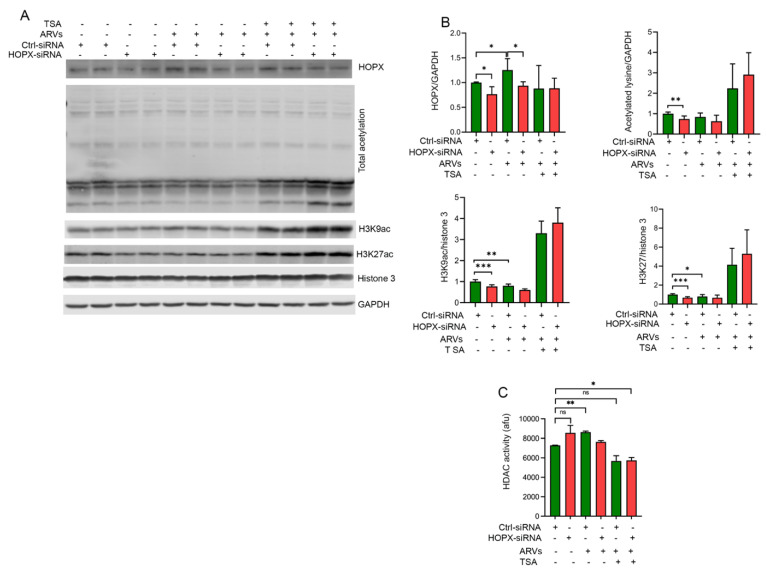
Downregulation of HOPX may cause aberrant cellular lysine acetylation. HOPX expression was knocked down using HOPX-siRNA in NRVCs for 30 h and then treated with ARVs and TSA for another 24 h. Control cells were treated with DMSO. (**A**) Western blot images showing expression of HOPX, total cellular acetylation, H3K9ac, and H3K27ac in HOPX-siRNA-treated cardiomyocytes. Furthermore, Western blots show that TSA treatment restores the total and H3K9, H3K27 acetylation in Hopx-siRNA- and ARV-treated cardiomyocytes. (**B**) Graphs show quantification of Western blot images of HOPX, total acetylated lysine, H3K9ac, and H3K27ac. Values are presented as means ±SDs from three biological replicates and two technical replicates each time. (**C**) Graph shows deacetylase activity of the HDAC in cardiomyocytes treated with HOPX-siRNA and ARVs or DMSO (*p*-value, ns = not significant; *, <0.05; **, <0.01; ***, <0.001). NRVCs were treated with the HOPX-siRNA or Ctrl-siRNA for 30 h and then treated with the ARVs and TSA for another 12 h.

## Data Availability

The data presented in this study are available upon request from the corresponding author.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10123458/s1, Supplementary Table S1: Identification of differentially expressed genes in ARVs treated NRVCs; Supplementary Table S2: Identification of upregulated biological processes associated with ARVs treatment in NRVCs; Supplementary Table S3: Identification of downregulated biological processes associated with ARVs treatment in NRVCs; Supplementary Table S4: Differentially expressed genes in ARVs treated cardiomyocytes are associated with cardiac enlargement and hypertrophy; Supplementary Table S5: List of primers used for qRT-PCR analysis; Supplementary Table S6: Patient information.

# Supplementary material for: HOPX Plays a Critical Role in Antiretroviral Drugs Induced Epigenetic Modification and Cardiac Hypertrophy
**Source:** Cells. 2021 Dec 8;10(12):3458. doi: 10.3390/cells10123458
**Supplement:** Supplementary file 1

Supplementary Table S5 : Genes specific primers used in qRT-PCR

**Genes**	**Primer Sequence (5'-3')**
P2rx4 Rat F	GTA TGT GGA AGA CTA CGA GCA G
P2rx4 Rat R	CTC TCC CCA TCT TTC TGC TTC
Hopx Rat F	TCC GTT TCA GAG CAT TCC AG
Hopx Rat R	ACC CGT GTT CTC ATC CAA C
Ackr3 Rat F	AGC ACT CAA AGC CAG GAA G
Ackr3 Rat R	GCC ATG TGA TGT CCG AGT AG
P2RX4 Human F	TCA CCA TGA ACC AGA CAAC AG
P2RX4 Human R	ACA GAC CCG TTG AAA GCT AC
ACKR3 Human F	GGC CTT CAT CTT CAA GTA CTC G
ACKR3 Human R	CAA GTA AAC CCG TCC CAG AG
HOPX Human F	ATG ATA GTC TGC CGT GCT TG
HOPX Human R	CTG CCA TCT CCT TAG TCT GTG

# Supplementary material for: HOPX Plays a Critical Role in Antiretroviral Drugs Induced Epigenetic Modification and Cardiac Hypertrophy
**Source:** Cells. 2021 Dec 8;10(12):3458. doi: 10.3390/cells10123458
**Supplement:** Supplementary file 1

Supplementary Table S6: Patient's information

How the deposited data were processed for this re-analysis (not part of the article)

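RNA from NRVCs treated for 24 h with the cocktail of ARVs at 5 µM or with DMSO was sequenced by the authors on the Illumina platform, 3 libraries per treatment. They mapped reads with HISAT2 (version not stated in the paper's text) to Rattus norvegicus release 97, assembled transcripts with StringTie v1.3.3b, compared them with CuffCompare v2.1.1, and named DESeq2 and edgeR with TMM for the comparison. The paper's text does not name the program that counted the reads per gene. The table analysed gives, for each of 1756 genes, the raw count in each library, the count divided by one size factor per library, the FPKM, and the authors' own log2 fold change, p-value and adjusted p-value. The normalized signal of each gene is thus the authors' read count divided by a size factor of their own, and their p-values come from their test of ARVs against DMSO, adjusted by Benjamini-Hochberg. It was checked that the raw counts are whole numbers and that the ratio of raw to normalized count is constant within a library. The authors' log2 fold changes are smaller in size than those fitted here with their size factors, with a median ratio of 0.933, and the gap is wider for several of the largest changes: 0.39 against 2.46 for LOC103689945, -0.61 against -2.24 for Wscd2 and 1.66 against 3.47 for Wbp1. They look shrunken towards 0, which the paper's text does not state. Of the genes, 1721 are protein coding and 35 are not. Coordinates are those the table gives for release 97.

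Raw counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr (5 genes), libraries were scaled by TMM over the listed genes, and ARVs were compared with DMSO by glmQLFit and glmQLFTest with Benjamini-Hochberg adjustment over the 1751 genes left, at an adjusted p of 0.05. Standard errors were taken from the fold change and the test's F value. TMM-normalized counts are counts per effective library size times the mean effective library size. Replicate numbers were not used to pair libraries: after each group's mean was removed, the correlation of libraries with the same number was -0.00735, 0.244 and 0.0662 across genes. No 2 libraries of a group were alike to within counting noise. Counts were simulated with 200 changed genes among the 1755 tested, as many up as down. On these counts the same test found 83% of changes of 0.5 on the log2 scale and 95% of changes of 1, and 4.81% of its calls were false. Most simulated genes were unchanged, unlike the listed genes, so these rates do not cover an error from the scaling. The simulated spread was that of the listed genes, which had been called on these libraries, so the rates may not hold for other genes. Random lists of genes gave a p under 0.05 from Fisher's exact test in 6% of 200 draws.

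The tests, the threshold, 33 lists of genes and the rule for naming genes were fixed before the data were examined, after the beginning of Table S1 and the terms of Tables S2 to S4 had been read. The rule names the genes the paper names, the 10 largest rises and 10 largest falls among called genes with a mean of at least 50 counts and groups that do not overlap, and up to 4 called members of each list with the smallest adjusted p. Genes named outside this rule were chosen after their values were seen, and some genes are not reported here. Since the table holds only genes that the authors had called on these libraries, no enrichment of a list was tested, and camera was not run. A list's split into higher and lower members was instead compared with that of the other called genes by a two-sided Fisher's exact test where at least 5 members were in the table. The lists differed from the other genes in 10 of 24 cases, and in 13 with the authors' size factors. The alternatives were median-ratio factors, DESeq2 1.42.0 with the TMM factors kept, no filter, at least 10 counts in every library, an adjusted p of 0.01, leaving out each library in turn, the replicate number as a block, the authors' own values, list members with a mean of at least 50 counts, and, chosen after the values were seen, the authors' size factors, library totals from FPKM, TMM on these totals, and adjustment over the 13187 genes that the authors tested. Pseudocounts and limma were alternatives for normalized values and were not run on counts. Measurements by qRT-PCR, Western blot and microscopy, and cardiac tissue, were not analysed here.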

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

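All tests of an explanation in this part were chosen after the result was seen. The following are signals in genes that the paper does not discuss. Of 43 genes of lysosomes and autophagy, 13 were in the table, 12 higher with ARVs and 1 lower (median log2 fold change 0.36, adjusted p = 0.00159 from Fisher's exact test), and these include Gpnmb (0.48, standard error 0.06), the progranulin gene Grn (0.36, standard error 0.04) and the autophagy receptor Sqstm1 (0.39, standard error 0.05), which is also on the NRF2 list. The lower member was Rragd (-0.60, standard error 0.23), named after its values were seen. Rragd did not pass edgeR's test without DMSO replicate 1 or 3 or without ARVs replicate 1, 2 or 3 (adjusted p = 0.067 to 0.123) or with median-ratio factors (adjusted p = 0.0581). Of 26 immediate early genes, 9 were in the table, 8 higher and 1 lower (median 0.56, adjusted p = 0.0311 from Fisher's exact test). Egr2 rose by 0.87 (standard error 0.14) and Myc by 0.77 (standard error 0.11), and the lower member was Nr4a1 (-0.54, standard error 0.13), named after its values were seen.

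Of 19 genes of smooth muscle cells and pericytes, 12 were in the table, 10 lower and none higher (median log2 fold change -0.41, adjusted p = 0.00943 from Fisher's exact test). The members with the smallest adjusted p include Mylk (-0.66, standard error 0.06), Tagln (-0.48) and Actg2 (-0.74), and the largest fall was that of Rgs5 (-1.18, standard error 0.19). Markers of other cells did not fall together: of 24 fibroblast or leukocyte markers in the table, 11 were higher under every one of the 5 scalings tried and 7 to 13 were lower. With TMM, 5 fibroblast and matrix genes were higher and 10 lower, and 6 macrophage and leukocyte genes were higher and 1 lower. Whether the share of all cells other than myocytes fell cannot be decided from markers that went both ways. Scaling is argued against, since 9 of the 12 smooth muscle and pericyte genes were lower with the median-ratio factors, which raise fold changes most. A lower share of smooth muscle cells or pericytes alone and lower expression within cells that make these proteins cannot be told apart, because most of the list is also expressed by myofibroblasts and young myocytes, and the members' log2 fold changes span 1.13. Acta2, the most abundant member, had 79302 ± 10972 counts with DMSO and 59927 ± 5642 with ARVs (SD, n = 3 each), and the pericyte marker Rgs5 had 79.3 ± 7.07 and 35.0 ± 3.98; both were named after their values were seen. A direct effect of the drugs on these cells stays open.

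Of 48 hypoxia-inducible genes, on a list written after the table had been seen, 16 were among the called genes of the table, 14 of these lower with ARVs and 1 higher (median log2 fold change -0.94). The GO term response to hypoxia, which the paper has among both its upregulated and its downregulated terms, went less one way, with 26 higher, 34 lower and 2 not passing (median -0.21). The genes of the list set DMSO replicate 2 apart, which lay below DMSO replicates 1 and 3 for all 16, by a median of -0.63 on the log2 scale (quartiles -1.39 and -0.353). Depth or scaling of that library is argued against, since a scaling factor moves all genes alike, and the list lay -0.638 from the median of the 1735 other genes tested (quartiles -0.134 and 0.122). No DMSO library received ARVs, so the deviation of DMSO replicate 2 is not an effect of the drugs. For the fall with ARVs, a difference between culture dishes in oxygen or cell density and an effect of the drugs cannot be told apart. The DMSO libraries themselves differed on these genes, and the list was written after some of its genes had been seen to set DMSO replicate 2 apart. Against the ARVs libraries, DMSO replicate 2 was higher for 13 of the 16, by a median of 0.139; without DMSO replicate 1, 9 were lower, and without DMSO replicate 2, 15. Of the glycolysis list, Ldha, Pgk1, Pgam1, Slc16a3 and Gapdh, all lower, and Aldoc, which was higher (0.41), are also on this list. Pgam1 did not pass edgeR's test without DMSO replicate 1 or 3 or without ARVs replicate 1, 2 or 3 (adjusted p = 0.0558 to 0.0849). Tfrc, the transferrin receptor, went from 9543 ± 2517 to 4159 ± 371 counts (SD, n = 3 each) and had 6642 in DMSO replicate 2.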

How the results depend on the processing

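The alternatives that use the authors' size factors, library totals from FPKM, TMM on these totals, or adjustment over the 13187 genes that the authors tested were chosen after seeing the data. Of 602 comparisons of a leading count or fold change with its value under an alternative, 561 kept the direction and side of the threshold, or for a count stayed within 1.5 times. These include Hopx, Ackr3 and P2rx4 under every alternative, the 32 lower mitosis genes, the 12 higher NRF2 targets and the 16 higher ATF4 targets when each library was left out. The listed genes had been called on these libraries, so part of this steadiness was fixed in advance. Genes higher with ARVs stayed between 691 and 701 under every alternative set before the data were examined. With adjustment over the authors' genes, 673 were higher, and 547 with the authors' size factors as well. Genes lower with ARVs numbered 536 with median-ratio factors, 549 at an adjusted p of 0.01 and 465 with adjustment over the authors' genes. With the authors' size factors and that adjustment, 826 were lower. With median-ratio factors, lower members numbered 3 for calcium handling, 1 for oxidative phosphorylation, 6 for the tricarboxylic acid cycle, 0 for fatty acid oxidation and 6 for fibroblast and matrix genes. At an adjusted p of 0.01 they numbered 2, 7, 9 and 1 for the first 4 of these, and 4 for glycolysis. With adjustment over the authors' genes they numbered 1, 7, 9 and 0, with 2 for glycolysis, 14 for DNA replication and 24 for the genes of Table S4, which follows from the larger number of genes adjusted for. The authors' own values, their size factors and the FPKM totals each gave 28 lower genes of oxidative phosphorylation and 5 of fatty acid oxidation, and TMM on the totals gave 9 and 1. With the authors' size factors and adjustment over their genes, 3 genes of cardiac ion channels and junctions were higher. Leaving out each library in turn gave 680 to 832 genes lower and 697 to 701 higher, and lower members from 3 to 6 for calcium handling, 8 to 13 for oxidative phosphorylation, 1 to 3 for fatty acid oxidation and 5 to 9 for glycolysis. Apart from the scalings, whose shift of all fold changes is given above, the cause was not tested. Of the 141 other genes named, 8 that had not passed the test changed sign with median-ratio factors (log2 fold changes Acadvl 0.0198, Col5a2 0.0105, Loxl1 0.0331, Myl3 0.0145, Myocd 0.0211, Nexn 0.0151, Tnnc1 0.0215, Xirp1 0.00306), and Loxl1 also without DMSO replicate 2 (0.0154; -0.0955 at its lowest, without DMSO replicate 1). Over all alternatives these genes gave 2535 values, of which 2322 kept direction and side of the threshold, 139 no longer passed it and 65 newly passed it. With adjustment over the authors' genes, Acaa2, Acta2, Ahr, Alas1, Atp2a2, C2cd4b, Cacna1s, Dbp, Egln3, Etfb, Etfdh, Flt1, Gapdh, Hdac9, Hrc, Il33, Itpr1, Ldha, Nppb, Pgam1, Pgk1, Rragd, Rrp1b, Slc16a3, Stard4, Tigar, Tnfrsf12a and Vldlr no longer passed (adjusted p = 0.052 to 0.346), nor, with the authors' size factors as well, did Cdh2, Ddr2, S1pr1 and Tcf21 (adjusted p = 0.0552 to 0.105). The alternatives for normalized values (pseudocounts, limma) and camera were not run. At this depth and with the spread of the listed genes, the same test found 83% of simulated changes of 0.5 on the log2 scale. Most simulated genes were unchanged. Smaller changes can thus be missed.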

Differences from the paper's values

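The paper's Table S1 gives a log2 fold change of 0.50557 for Hopx, and the value here is 0.66 (standard error 0.11). Of the alternatives set before the data were examined, the value lies within its standard error of the paper's without DMSO replicate 1 (0.59), without ARVs replicate 1 (0.63), without ARVs replicate 3 (0.60) and with the authors' own values, which are the numbers of Table S1 itself and so no separate check for any of the 3 genes, and outside it under the others. For Ackr3 the paper's value is 0.56038 and the value here is 0.83 (standard error 0.17); it lies within its standard error of the paper's without ARVs replicate 3 (0.70) and with the authors' own values, and outside it under the others. For P2rx4 the paper's value is 0.33428 and the value here is 0.47 (standard error 0.08), outside its standard error of the paper's under every alternative but the authors' own values. With the authors' size factors, chosen after seeing the values, the log2 fold changes are 0.57, 0.73 and 0.37, each within its standard error of the paper's, and none of the 1751 genes tested is dropped. The directions are the same. The values of Table S1 look shrunken towards 0 beside those fitted here, and the scaling differs as well. Both come from the same libraries, so the gaps reflect the processing and are not a failed replication.

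R squared between a DMSO and an ARVs library is about 0.98 in Fig. 1C, read by eye, and has a mean of 0.911 over the 9 pairs here. The values here cover only the genes called as different between the groups, which is a limit of this comparison. Over genes with at least 10 counts in every library, an alternative set before the data were examined, the mean is 0.919 and still differs.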

Other observations

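A list of 10 genes holds the aryl hydrocarbon receptor and genes it induces, and 7 of them were in the table, 6 higher with ARVs and 1 lower. Their split was tested with 2 scalings. It did not pass the threshold with TMM (adjusted p = 0.09 from Fisher's exact test) and passed it with the authors' size factors (adjusted p = 0.0341 from the same test). Besides Cyp1a1, Nqo1 and Aldh3a1, the higher members include Cyp1b1, another P450 enzyme of the group. It went from 5233 ± 399 to 8993 ± 265 TMM-normalized counts (SD, n = 3 each), a log2 fold change of 0.78 (standard error 0.06, adjusted p = 5.3e-05 from edgeR's quasi-likelihood test). The lower member was the receptor gene Ahr itself (-0.26, standard error 0.11), named after its values were seen. Ahr did not pass edgeR's test without DMSO replicate 2 or without ARVs replicate 1, 2 or 3 (adjusted p = 0.0751 to 0.356) or with median-ratio factors (adjusted p = 0.264). Of 18 targets of the drug-sensing receptors PXR and CAR, Alas1 alone was in the table and was lower (-0.41, standard error 0.12). Alas1 did not pass edgeR's test without DMSO replicate 1 or without ARVs replicate 2 (adjusted p = 0.0502 to 0.0552).

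Of 36 genes of cholesterol and fatty acid synthesis, 5 were in the table: Fasn, the fatty acid synthase, had a log2 fold change of 0.57 (standard error 0.05, adjusted p = 7.5e-05 from edgeR), Acly and Insig1 rose by 0.35 and 0.47, Stard4 was lower (-0.25), and Idi1, named after its values were seen, did not pass (-0.21; adjusted p = 0.393 for the split from Fisher's exact test). Stard4 did not pass edgeR's test without DMSO replicate 1 or 3 or without ARVs replicate 2 or 3 (adjusted p = 0.0625 to 0.114) or with median-ratio factors (adjusted p = 0.165). Idi1 passed edgeR's test without DMSO replicate 2 (adjusted p = 0.00228) or with the replicate number as a block (adjusted p = 0.0389). Of 32 genes of ribosome biogenesis, 5 were in the table, of which Myc, Npm1 (0.29), Mybbp1a (0.31) and Tcof1 (0.34) were higher and Rrp1b, named after its values were seen, was lower (-0.20; adjusted p = 0.249 from Fisher's exact test). Rrp1b did not pass edgeR's test with median-ratio factors (adjusted p = 0.221). Of 18 histone deacetylases and sirtuins, Hdac9 alone was in the table and was lower (-0.37, standard error 0.11). Hdac9 did not pass edgeR's test without DMSO replicate 1 (adjusted p = 0.0516) or with median-ratio factors (adjusted p = 0.0615). Of 13 histone acetyltransferases, Kat2a was higher (0.38, standard error 0.07) and Hat1 lower (-0.52, standard error 0.09), and the others are not listed among the called genes. Of 16 genes of nuclear receptor and clock output, Dbp alone was in the table and was lower (-0.29, standard error 0.09). Dbp did not pass edgeR's test without DMSO replicate 1 or without ARVs replicate 1 (adjusted p = 0.0519 to 0.055) or with median-ratio factors (adjusted p = 0.0681).

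Markers of other cell types that NRVC cultures can hold did not move as one. Of 33 fibroblast and matrix genes, 17 were in the table, 5 higher, 10 lower and 2 not passing the test (adjusted p = 0.509 from Fisher's exact test), and 6 were lower with median-ratio factors. The collagen cross-linking enzyme Lox had a log2 fold change of -0.97 (standard error 0.08, adjusted p = 7.5e-05 from edgeR's quasi-likelihood test) and the small proteoglycan gene Lum had -0.38 (standard error 0.05), while the fibronectin gene Fn1 rose by 0.36 (standard error 0.04). The other higher members include Tcf21 (0.39), Ddr2 (0.30) and Vim (0.27), and Col5a2 (-0.09) and Loxl1 (-0.07) did not pass and turn positive with median-ratio factors, Loxl1 also without DMSO replicate 2; these were named after their values were seen. Col5a2 passed DESeq2's Wald test on all 6 libraries (adjusted p = 0.0386). Of 19 endothelial markers, 4 were in the table: Tek (0.66), Klf2 (0.47) and S1pr1 (0.44) were higher and Flt1 was lower (-0.30). Flt1 did not pass edgeR's test without DMSO replicate 1 or without ARVs replicate 2 or 3 (adjusted p = 0.0613 to 0.0894) or with median-ratio factors (adjusted p = 0.121). No epicardial, Schwann cell or erythroid marker on the lists and no gene encoded in mitochondria is listed among the called genes.

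The small falls of genes of oxidative phosphorylation and of the tricarboxylic acid cycle (44 genes, median size 0.244 on the log2 scale with the authors' size factors) were checked against scaling and gene length with tests set before their outcomes were computed. Of 414 other listed genes with small changes and mean counts within the range of these 44, 192 were lower (46.4%, exact 95% confidence interval 41.5% to 51.3%). An offset in the authors' scaling would have put most of them lower. Counts were not matched gene by gene, and 35 of the 44 genes had changes under the same limit. Of 863 other listed genes of like length, 490 were lower (56.8%, exact interval 53.4% to 60.1%), which argues against length as the whole cause. Only 1 of the 28 oxidative phosphorylation genes was lower with median-ratio factors over the listed genes, which take most of these called genes as unchanged. The size of the fall thus depends on which genes are taken as unchanged. The authors' test had called all 44 genes lower, and all 44 were lower with the authors' size factors. As they were chosen on these libraries, this is not independent evidence of a fall with ARVs, and only called genes could be examined.

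The comparison of ARVs with DMSO called 1582 genes, and the other 9 ways to split the 6 libraries into groups of 3 called 0 with edgeR (at most 77 at an unadjusted p under 0.05, against 1594 for the real split). As the real split is 1 of 10, these splits are too few for a share under 0.05. The listed genes had been chosen for their difference along the real split. This count of splits was read before its prediction was put in writing.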
